A study of Homo sapiens with 4 samples. Its data were reported in "RNA N 6‐Methyladenosine‐Binding Protein YTHDFs Redundantly Attenuate Cancer Immunity by Downregulating IFN‐γ Signaling in Gastric Cancer" (2024).

How the data were processed

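RIP-seq of YTHDF1 was carried out in SNU638 gastric cancer cells that overexpressed YTHDF1 and were treated with IFN-γ. The series has 4 libraries in 2 groups, IP-YTHDF1 and input, with 2 biological replicates each. Per the labels, RNA bound to YTHDF1 was isolated with a RIP kit, and the libraries were strand-specific and depleted of ribosomal RNA. The aligner, the peak caller, the genome build and the handling of reads with several matches are not stated in the labels, the methods or the table.

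The authors deposited 1 table of annotated peaks. Each row holds a 50 bp window with its chromosome, start, end and strand, a signal value, a rank, a p-value, a q-value, and the identifier, symbol and biotype of its gene. The signal value and the rank are treated here as a score per peak given by the authors, because the table states no scale. The lowest value is 0.70, and 711 peaks that pass the q-value limit have values under 1, so the value is not read as a plain ratio of IP-YTHDF1 to input. The p-value and q-value of each peak are likewise the authors' deposited values. No column belongs to a single library, so 0 columns of values per library were left unused, the replicates could not be told apart, and no test of IP-YTHDF1 against input was run here. A p-value of 0 in the deposited table (508 peaks) is below the numeric limit of the peak caller, and the smallest value above 0 is 1.11e-16.

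The table was checked before use. Of its 26820 rows, 1 repeated another row exactly and was dropped. All windows were 50 bp wide, and in 100% of genes they lay on a common 50 bp grid. The quotient of q-value and p-value was examined in 2372 genes with 1 listed peak and a p-value above 1e-14, the numeric limit set here. It was a whole number within 0.5% in 99.6% of them. This is so when p-values are adjusted by the Benjamini-Hochberg procedure within each gene over the windows tested in it. The number of windows tested per gene was therefore computed from this quotient, with a median of 34. It is a lower bound in genes with 9 listed peaks, and 47 genes gave no estimate because no p-value was above 1e-14. Starts are counted from 0 in the table, and positions are given here from 1. The table names no build. Of 23172 windows in protein-coding genes whose symbol is unique in the RefSeq annotation of GRCh38.p14, 97.3% lay inside the interval of the same gene there, so positions are read as GRCh38. RefSeq coordinates were used for nothing else.

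Genes were counted by identifier, and the table's own symbols were used. For the tests of gene lists, 6370 of 6674 protein-coding symbols (95.4%) matched a RefSeq protein-coding symbol or an unambiguous synonym, and the background was the 20056 RefSeq protein-coding genes. The genes named in the report follow a rule written before the data were examined: 17 genes of the IFN-γ pathway, 13 m6A writers, erasers and readers and 10 further genes, each counted whether or not it has a peak (1 gene of the IFN-γ list is not reported here by name), with IRF1 in full and YTHDF1 second, plus the 5 peaks with the largest score and the 5 genes with the most peaks. The lists were drawn up from the text of the paper, which had already used these RIP-seq data. These lists, the test of the IFN-γ list and a first set of alternatives were also fixed before the data were examined. The test of the m6A list and the permutation tests below were added after the data were seen. List shares were compared by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 2 lists, and list strengths with 10000 random lists drawn from genes in the same one of 20 bins of tested windows. Matching on exonic length had been planned, and tested windows took its place because exon annotation was not used here. Shares have Wilson 95% intervals.

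Differences in mean signal value between gene classes were tested over genes with 100000 permutations of the class labels, or 10000 permutations within 14 strata of tested windows. Crowding around the outermost listed peaks was tested in genes with 3 to 8 listed peaks more than 2000 bp apart at the extremes. Peaks within 500 bp of the 5′-most and of the 3′-most peak were counted, and the ends were exchanged at random 100000 times. All permutation tests were two-sided, and peaks and genes of 1 table are not biological replicates, so each p-value describes this table.

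The scripts were tested on simulated data. In 1708 simulated genes with 9 or fewer peaks, the number of windows was recovered within 1% in 100%. Of 287 simulated genes that had more than 9 peaks and were shortened to 9, 85.4% showed skipped positions in the order of q-values against p-values, and 0% of the genes with 9 or fewer did. The test of ends gave a mean excess of -0.002 peaks in 1000 simulated genes with no preference and 1.03 peaks in 1000 genes with one. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used.

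Alternatives were a stricter q-value of 0.001, the main chromosomes alone, joined windows, counts per gene and peaks above the median signal value, and, chosen after the data were seen, signal values of at least 2 or 1.39 (the natural logarithm of 4), adjustment across genes in place of within genes, and leaving out windows that overlap a window of another gene. Analyses of transcript regions and of sequence motifs had been planned and need a genome sequence and exon annotation, which were not used here. The authors describe a union of the replicates, so a listed value may come from the call in 1 replicate. Because the table does not tell the replicates apart, their overlap was not analysed here.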

Results

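To identify the transcripts that associate with YTHDF1 during the response to interferon-γ (IFN-γ), RNA immunoprecipitation sequencing (RIP-seq) was carried out in SNU638 cells, an established human gastric cancer cell line. YTHDF1 is a cytoplasmic reader protein that binds RNA carrying N6-methyladenosine (m6A). The cells overexpressed YTHDF1, were starved of serum for 24 h and then received 10 ng/ml IFN-γ for another 24 h. In RIP-seq, RNA that is pulled down with an antibody against the protein is sequenced next to the total RNA of the same lysate. The series held 4 libraries, of which 2 were YTHDF1 immunoprecipitates (IP-YTHDF1) and 2 were inputs. No library of untreated cells, of cells without YTHDF1 overexpression or of a control immunoprecipitate was part of this comparison. The values below therefore describe enrichment over input under IFN-γ and not a change caused by it. Enrichment over input alone cannot separate binding to YTHDF1 from nonspecific carry-over. For IRF1, the paper reports by RIP-qPCR that a YTHDF1 mutant defective in m6A binding did not bind. The data analysed were the authors' deposited table of peaks, in which each peak is a 50 bp window of a gene with 1 signal value, 1 p-value and 1 q-value for the comparison of IP-YTHDF1 with input. The table has no value per library, so the depth of each library is unknown here, no spread between replicates could be given, and each signal value is the authors' own. Whether a listed peak was called in 1 or in both replicates is not shown. The scale of the signal value is not stated, and it is used below only to describe, order and compare peaks within this table.

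The first question was how many transcripts carried YTHDF1 peaks. The authors' deposited table listed 26819 distinct peaks in 7550 genes, of which 6679 were protein-coding. Every peak had a q-value of at most 0.05, with a median of 0.00214. The signal value ranged from 0.70 to 9.46 with a median of 1.84, and the central part of the distribution, from the 25th to the 75th percentile, ran from 1.54 to 2.19. The plus strand carried 13666 peaks and the minus strand 13153. Many peaks were neighbours: when windows that touch or overlap on the same strand were joined, 17422 regions remained, 12100 of them a single window, and the longest spanned 450 bp. That is the length of 9 adjacent windows, the most listed for any gene, so the longest regions may be cut short. The number of peaks depended on the threshold. The setting that moved it most, a Bonferroni limit over the windows of all listed genes, left 4975 peaks in 2872 genes.

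The number of listed peaks per gene had a median of 3. A single peak was listed for 2411 genes, and the number of genes fell steadily to 217 genes with 8 peaks. It then rose to 897 genes with 9 peaks, and no gene identifier had more than 9. These 897 genes held 8073 of the listed peaks. Because so many genes tied at 9, no smaller set of genes with the most peaks could be singled out, and a listed count of 9 is read here as 9 or more.

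**Figure D1:**
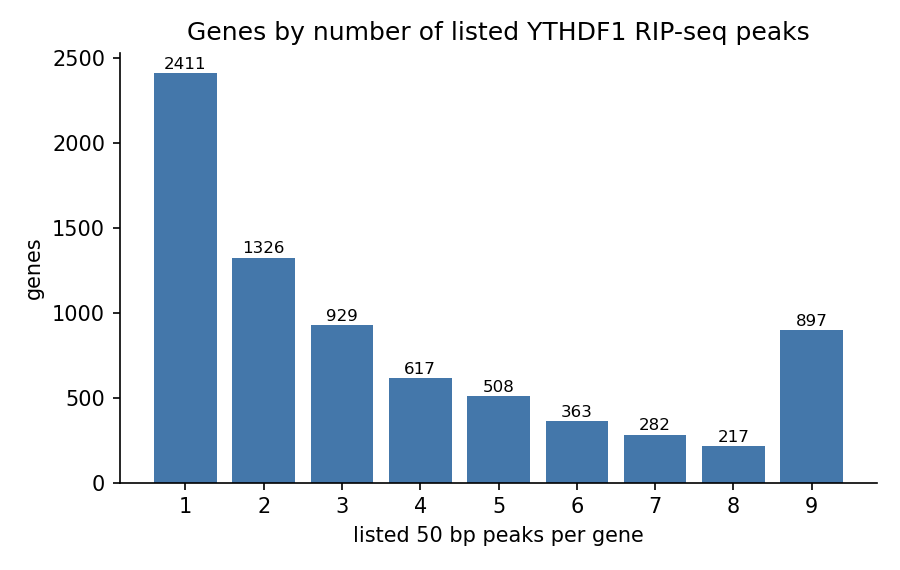
Bars give the number of genes (vertical axis) by the number of 50 bp peaks listed per gene (horizontal axis) in the deposited YTHDF1 RIP-seq table. The count falls from 2411 genes with 1 peak to 217 genes with 8 peaks and is 897 at 9 peaks, the highest number listed.

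The second question was which classes of RNA carried the peaks. Protein-coding genes held 24754 of the 26819 peaks, a share of 92.3% (Wilson 95% interval 92.0% to 92.6%). Long non-coding RNA (lncRNA) genes held 1420 peaks (5.29%, interval 5.03% to 5.57%) and pseudogenes held 593 peaks (2.21%, interval 2.04% to 2.39%). These intervals cover counting error only, and neighbouring windows of a gene are not independent, so the true uncertainty is larger. Counted per gene, the protein-coding share was 88.5% (6679 of 7550 genes, interval 87.7% to 89.2%). This was the lowest share among the alternative settings, which do not include the groups of strongest peaks below. The share changed with the strength of the peaks. In the strongest 10% of peaks, with signal values of 2.58 and above, 85.8% lay in protein-coding genes (interval 84.4% to 87.1%). In the weakest 10%, with signal values of 1.23 and below, the share was 96.0% (interval 95.2% to 96.7%). Among the 100 strongest peaks it was 54% (interval 44.3% to 63.4%), with 27% in lncRNA genes and 17% in pseudogenes.

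**Figure D2:**
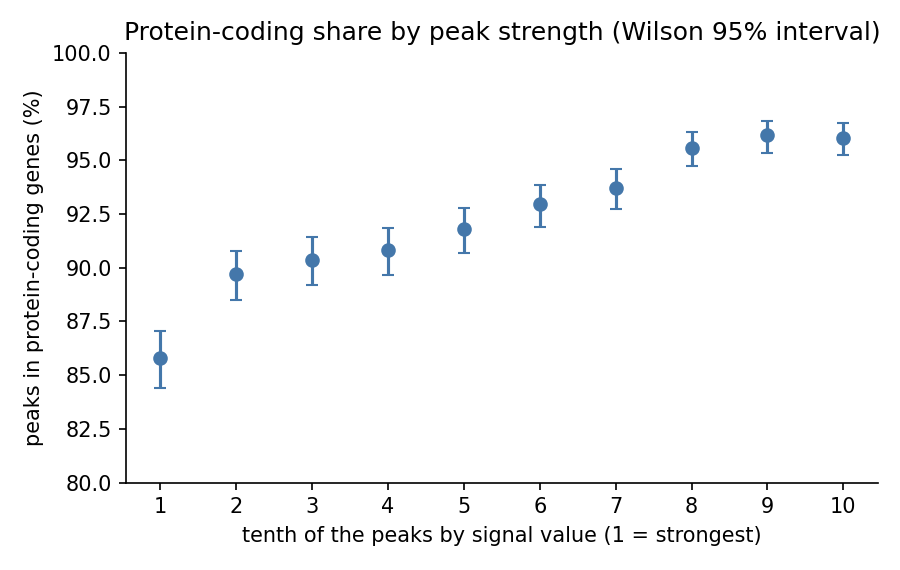
Points give the percentage of peaks in protein-coding genes (vertical axis, drawn from 80% to 100%) for 10 groups of equal size, ordered by signal value (horizontal axis, 1 is the strongest), and bars are Wilson 95% intervals. The share is 85.8% in the strongest group and 96.0% in the weakest.

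The 5 listed peaks with the largest signal values in the authors' deposited table all lay in a pair of lncRNA genes on the plus strand of chromosome 21. Their ranks were 1, 2, 4, 5 and 6, so the peak at rank 3 is not listed and the order holds among listed peaks only. FP671120.4 (ENSG00000278996) held the first 2, at positions 8219021 to 8219070 with a signal value of 9.46 and at 8219071 to 8219120 with 9.16. FP236383.3 (ENSG00000280441) held the next 3 listed peaks, with signal values of 7.23, 6.98 and 6.97 between positions 8402194 and 8402343. All 5 had a p-value listed as 0 in the authors' deposited table. Reads of repeated sequences, ribosomal DNA among them, can be shared between near-identical copies, and the handling of such reads is not stated. The values of this pair are therefore uncertain and are not read here as binding of YTHDF1 to a lncRNA. Among protein-coding genes, the strongest peak in the authors' deposited table was in GREB1 (ENSG00000196208), on chromosome 2 at positions 11584792 to 11584841, with a signal value of 6.76. This gene lay outside the naming rule and was chosen after its value was seen.

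IRF1 is the transcription factor of the IFN-γ response that the study followed up as a target of YTHDF1. In the authors' deposited table, IRF1 (ENSG00000125347, minus strand of chromosome 5) had 3 peaks, which were adjacent and formed 1 region of 150 bp from position 132486960 to 132487109. The window from 132487060 to 132487109 was the strongest of them, with a signal value of 2.37 and a q-value listed as 0 in the authors' deposited table. Next to it, the window from 132487010 to 132487059 had a signal value of 0.76 and a q-value of 0.0432 in the authors' deposited table. For the window from 132486960 to 132487009, the authors' deposited table gave a signal value of 1.85 and a q-value of 3.27e-06. The strongest IRF1 window exceeded 83.2% of all listed peaks. Compared with the strongest peak of each protein-coding gene, it exceeded 61.7% of genes. At a q-value of at most 0.001, 2 of the 3 windows were left, and at a signal value of at least 2 there was 1. The position of the windows relative to exons and untranslated regions was not analysed here.

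YTHDF1 itself (ENSG00000149658, minus strand of chromosome 20) also had 3 adjacent peaks in the authors' deposited table, from position 63215980 to 63216129. Their signal values in the authors' deposited table were 1.01, 1.92 and 1.79 in order of position. The strongest exceeded 56.4% of all listed peaks and 23.04% of the strongest peaks of protein-coding genes. YTHDF1 is the overexpressed gene, and its level in the libraries was not analysed here.

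**Figure D3:**
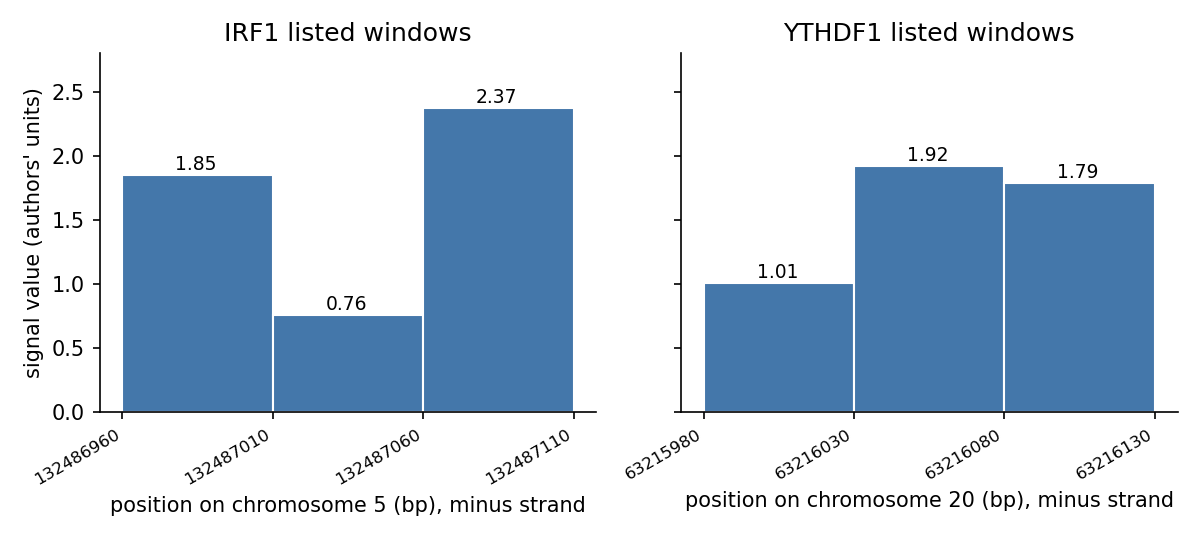
Bars give the signal value of each listed 50 bp window (vertical axis, the authors' units) by position in bp on the chromosome (horizontal axis) for IRF1 on the left and YTHDF1 on the right. IRF1 peaks at 2.37 with a dip to 0.76 between its outer windows, and YTHDF1 reaches 1.92.

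The next comparison asked whether genes of the IFN-γ pathway carried YTHDF1 peaks more often than other genes. Of the 17 IFN-γ genes on the list, 9 had a peak (52.9%), against 6361 of 20039 other protein-coding genes (31.7%). The odds ratio was 2.42, and a two-sided Fisher's exact test gave p = 0.0702, so the difference did not pass 0.05 at this list size. The 9 genes, which included IRF1, TAP1, TAPBP, CD274, JAK2, IFNGR2, IDO1 and ICAM1, had 43 peaks in all. No peak was listed for JAK1, IFNGR1, CXCL9, CXCL10, CXCL11, CXCR3, IL6 and VCAM1. The largest signal value in this group in the authors' deposited table was 3.39, in CD274, and the next was 3.34, in JAK2. Compared by the strongest peak of each gene, TAP1 was the lowest of the 9, and its single peak had a signal value of 0.91 in the authors' deposited table. The background included all protein-coding genes, whether or not SNU638 cells express them. The list was drawn up from the text of the paper, which had singled out IRF1 with these RIP-seq data. It also held IDO1, CD274, ICAM1 and VCAM1, which the paper cites from earlier work on YTHDF1. The test is therefore not independent of these data or of that work. Under a Bonferroni limit over all listed windows, chosen after the data were seen, 6 of the 17 genes had a peak. The odds ratio was 3.81 (Fisher's exact test, p = 0.0139). No other alternative tried passed 0.05, and at a signal value of at least 2 the odds ratio was 1.93 (Fisher's exact test, p = 0.236).

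The writers, erasers and readers of m6A formed the other list, for which the test was added after the data were seen. A peak was listed for 11 of these 13 genes (84.6%), against 6359 of 20043 other protein-coding genes (31.7%), an odds ratio of 11.8 (two-sided Fisher's exact test, p = 0.00013, adjusted over both lists by Benjamini-Hochberg to 0.000259). The adjusted value for the IFN-γ list was 0.0702 in the same exact test. METTL14 and IGF2BP1 had no listed peak. Expression was not accounted for in this comparison either. Among genes that had a peak, neither list stood out by strength. The median of the strongest signal value per gene was 2.37 for the IFN-γ genes, at the 75.2nd percentile of 10000 random lists of the same size matched on the number of windows tested. It was 2.37 for the m6A genes, at the 79.3rd percentile.

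Of the 10 other genes named in advance, as reported YTHDF1 targets, tested proteins or housekeeping genes, 7 had a peak. These were MYC, HK2, UBE2D1, TNFRSF10D, ERBB2, GAPDH and ACTB, and no peak was listed for PRF1, KRT1 and RAC3. The strongest peak per gene ran from a signal value of 1.23 in GAPDH to 2.81 in HK2 in the authors' deposited table. The housekeeping genes GAPDH and ACTB had 2 and 4 peaks, so a listed peak was not restricted to the regulated genes named above.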

Values the study reported

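By RIP-seq, the study counted the mRNAs of 5237 genes as enriched with YTHDF1, and its diagram used protein-coding peaks over the union of replicates. It singled out 19 of these genes. They also fell in newly made protein after YTHDF1 overexpression and belong to the hallmark gene set for the IFN-γ response. The list analysed here holds more protein-coding genes with a peak than the study counted, and the cause was not tested.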

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

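The tests of skipped positions and of weak peaks were chosen only after the result was seen, and the test of an even loss was written beforehand. The rank column of the peak table, which no comparison in the report uses, runs over 30761 places, and 3942 of these (12.8%) have no listed peak. The places without a peak correspond to signal values with a median of 1.70, and from the 25th to the 75th percentile they run from 1.36 to 2.09.

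The tables argue against a filter on weak peaks, since the median of 1.70 at the missing places was close to the median of 1.72 of the listed peaks in genes with 9 peaks, and the missing places covered strong values too. They also argue against a loss spread evenly over all genes, because the median at the missing places was lower than that of peaks in genes with 8 or fewer peaks by 0.18 (a difference of -0.18, from 1.88), and because skipped positions were almost confined to 1 class of genes. When q-values are adjusted within a gene, each q-value gives the position of its window in the order of p-values, so a window that passed and is not listed leaves a skipped position. Such skips were found in 585 of 897 genes with 9 listed peaks (65.22%) and in 1 of 4234 genes with 2 to 8 listed peaks (0.0236%). A candidate explanation is that windows numbered 10 and above were left out of the list when it was annotated, since windows are numbered by position within each gene and no number above 9 occurs. A filter on low signal values would leave such skips too, but it would not spare the genes with 2 to 8 peaks. The explanation remains a hypothesis found and tested on the same table, and the 1 gene with fewer peaks is an exception to it. No biological explanation was tested, because numbering by position has no counterpart in the design.

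If windows above 9 are missing, peaks are lost from the 3′ side of plus-strand genes and from the 5′ side of minus-strand genes, the genes with 9 listed peaks are undercounted by 4.39 windows on average if all missing places belong to them, and the number of genes with a peak is not affected. IRF1 and YTHDF1, with 3 peaks each, would be complete. Of the genes on the 3 lists named in advance, 4 have 9 listed peaks and may be incomplete, as may both lncRNA genes of the chromosome 21 pair, with 9 listed peaks each. Skipped positions were found in 3 of the 4 list genes (JAK2, ALKBH5 and ERBB2) and not in YTHDF3, next to the 65.22% of all genes with 9 peaks.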

How the results depend on the processing

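No paired analysis was possible because the table holds 1 value per peak and does not tell the replicates apart. The same limit kept the planned comparisons of IP-YTHDF1 with input from being run, with every alternative to them (another count model, no filter, another scaling, the replicate block and leaving out each replicate). The planned overlap between replicates, the shares by transcript region, the DRACH motif shares, the GGAC content and the background matched on exonic length were not run either, nor were the planned thresholds of 2 and 4 on fold enrichment as such, because the scale of the signal value is not stated.

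Among the alternatives fixed in advance, the q-value limit of 0.001 moved the counts most, to 11718 peaks in 4941 genes, which follows from the stricter limit itself. Restricting the table to chromosomes 1 to 22, X and Y left 7545 genes. Joining touching windows gave 17422 regions in place of 26819 peaks and turned the 3 IRF1 windows into 1 region, as the construction of the regions implies. The protein-coding share was 88.5% counted per gene and 89.6% among peaks above the median signal value, against 92.3% for all peaks. Stricter significance hardly moved it. With the q-value limit of 0.001 and the across-gene adjustments below, all looked at for the share after the data were seen, it ran from 92.2% to 92.6%.

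The remaining alternatives were chosen after the data were seen. A signal value of at least 2 left 9965 peaks, 1 of them in IRF1, with a protein-coding share of 89.0%. At a signal value of at least 1.39, which equals a fold of 4 if the values are natural logarithms, the share was 91.5%. Leaving out windows that overlap a window of another gene on the same strand raised it to 93.4%. The cause of these shifts was not tested beyond the order of peaks by strength shown in the report. Because q-values were adjusted within each gene, the 26819 peaks carry no error rate over the table as a whole. Adjusting over the 310075 windows counted in the listed genes, a lower bound, left 23848 peaks in 7366 genes. Assuming 3 times as many windows, to allow for genes without a listed peak, left 19703 peaks in 6791 genes. A Bonferroni limit over the 310075 windows left 4975 peaks in 2872 genes, 2647 of them protein-coding. Because that number is a lower bound, the full number of tested windows could leave fewer peaks.

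The IFN-γ list, drawn up from the paper and holding IRF1, kept an odds ratio above 1 in all 9 alternatives tried, from 1.93 to 3.81. It passed 0.05 in 1 of them, the Bonferroni limit (odds ratio 3.81, Fisher's exact test, p = 0.0139), in which the share of other genes with a peak fell to 12.5%, and the cause was not tested. The m6A list passed 0.05 in each of the same 9 alternatives, with odds ratios from 5.996 to 15.2. With 17 and 13 genes, neither list can resolve a small difference, and without depth per library the genes with no listed peak cannot be split into unbound and unexpressed ones.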

Other observations

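The permutation tests below were added after the data were seen. The test of the limit of 9 peaks as a source of the crowding was chosen only after the crowding itself was seen. All patterns here come from the peak table and were tested on the same table, so each is a hypothesis, and the number of patterns looked at was not corrected for.

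Peaks crowded more around the 5′-most listed peak of a gene than around its 3′-most listed peak. Distances were counted along the chromosome from listed peaks, so the position within the gene or the transcript was not measured. In 2072 genes with 3 to 8 peaks, the 5′-most peak had more listed peaks within 500 bp than the 3′-most peak in 44.6% of genes, and fewer in 24.6%. The mean excess was 0.382 peaks per gene (permutation test, p = 1e-05, the smallest that 100000 permutations can give), and it was 0.372 with 250 bp and 0.347 with 1000 bp. It was 0.375 in 1081 plus-strand genes and 0.390 in 991 minus-strand genes. The limit of 9 listed peaks, which follows the position along the chromosome, is not the source in genes with 3 to 8 peaks, since skipped positions in the order of q-values, a sign of windows left out, occurred in 0.02362% of genes with 2 to 8 peaks. Windows counted for an overlapping gene do not account for it, since the excess was 0.3876 in 1726 genes that share no window with another gene. What stays open is a higher coverage of 5′ ends in the libraries, closer spacing of exons, or a preference of YTHDF1 for the 5′ part of transcripts, and none of these was tested. In genes with 9 peaks, which were left out above, the excess differed by strand (0.355 in 327 plus-strand and 1.01 in 354 minus-strand genes), so the limit of 9 listed peaks may distort positions there.

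Peaks outside protein-coding genes were stronger. The mean signal value per gene was 2.25 ± 0.639 (SD over 871 genes) outside protein-coding genes and 1.95 ± 0.405 (SD over 6679 genes) in them, a difference of 0.297 (permutation test, p = 1e-05, the smallest possible). Genes outside the protein-coding class had fewer windows tested (median 15.5 against 35). With the number of tested windows matched, the difference fell to 0.0897 and did not vanish (permutation test, p = 0.001). This comparison covered the 850 and 6653 genes with an estimate of tested windows, so the matched and unmatched differences rest on different sets of genes. Fewer tested windows may account for much of the difference. Whether they account for all of it cannot be decided here. Genes within each of the 14 strata may still differ in tested windows, and the estimated number is a lower bound in some genes. Without matching, the difference was 0.163 by the strongest peak of each gene and 0.311 in genes that share no window. Without the strong chromosome 21 pair, 507 lncRNA genes exceeded protein-coding genes by 0.1111 with tested windows matched (permutation test, p = 0.0001, the smallest that 10000 permutations can give). A pair among 519 lncRNA genes could hardly move a mean over genes, so this result says little about shared reads. Reads shared between other near-identical copies, among these lncRNA genes and among the 314 pseudogenes, were not tested and stay open. A preference of YTHDF1 for some lncRNAs stays open as well and was not tested.

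Some windows were listed for more than 1 gene. On the same strand, 2977 windows (11.1%) overlapped a window of another gene, in 1058 genes. On opposite strands, 233 windows (0.869%) overlapped a window of another gene. Over 968 pairs of genes, 1 pair of windows each, the signal values of same-strand windows rose together (Pearson's r = 0.529, Spearman's rho = 0.525, permutation p = 1e-05, the smallest possible). Over 117 opposite-strand pairs they also rose together, less closely (Pearson's r = 0.344, Spearman's rho = 0.2172, permutation p = 0.0193). These correlations run across pairs of genes, which are not independent replicates. Overlapping windows on the same strand can hold the same reads. The same-strand correlation therefore follows from the overlap itself and says nothing about YTHDF1. The value of 0.2172 is consistent with reads leaking to the other strand in part of the pairs. Paired transcription that is bound on both strands may give the same relation, and it was not tested.

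A pair of symbols, MATR3 and SOD2, had 18 listed peaks each under 2 gene identifiers with 9 peaks each. In all, 7 symbols had more than 1 identifier, so 7550 identifiers correspond to 7543 symbols.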
